A study of Mus musculus with 6 samples. Its data were reported in "Reciprocal interaction between mesenchymal stem cells and transit amplifying cells regulates tissue homeostasis" (2021).

How the data were processed

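RNA was sequenced from 2 regions of the incisor of 1-month-old mice, an organ that grows throughout life. Regions were cut out by laser capture microdissection, in which a laser frees chosen cells from a tissue section. The mesenchymal stem cell (MSC) samples came from mice in which a Gli1 driver switched on a red fluorescent reporter after tamoxifen. The transit amplifying cell (TAC) samples, the dividing progeny of the stem cells, came from mice with an Axin2 driver. The labels gave 3 MSC and 3 TAC samples, numbered 1 to 3 in each group.

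The authors trimmed the reads, aligned them to the mouse genome build mm10 with TopHat and, by their methods, normalized them as RPKM. The deposited table did not behave as RPKM. In each library the lowest value was shared by many genes of any length, and most low values were whole multiples of that step, so a read was worth the same in every gene. The values were therefore treated as a signal that the authors deposited after adding 1 read to an estimated read number and dividing by a size factor per library, which brought the third quartile of the listed genes to nearly the same level in all 6 libraries. Because gene length was not divided out, values can be compared between libraries for a gene but not between genes. The counting tool and its use of strand were not stated. Estimated reads were recovered as the value divided by the lowest value of its library, minus 1. Of the low values, between 80.4% and 96.1% per library came out whole, so the reads behind them were partly fractional and no count model was used. Each of the 23718 listed genes reached at least 10 estimated reads in some library, so genes below that level in every library are not analysed here. No symbol was repeated. The table gave coordinates on mm10. Of its symbols, 94.6% were found in GENCODE release M21, and 90.7% of these had the same start and end there once the deposited end was lowered by 1.

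The planned test was written for normalized values and assumed RPKM, and the same log-scale test suits the unit found. Tests used limma 3.58.1 in R 4.3.3. Values were taken as log2(value + 1) and a linear model with the empirical Bayes variance trend was fitted to the 15391 genes with a mean of at least 1 over the 6 samples. The contrast was TAC minus MSC, two-sided, so a negative log2 fold change is a higher level in MSC. A pseudocount of 1 understates the change of low genes. P-values were adjusted by the Benjamini-Hochberg method, with 0.05 as the threshold, over all genes tested and, for the lists fixed beforehand, also over the list alone. The unadjusted threshold of 0.05 was counted too, because the methods of the study name it. Gene lists were tested with limma's camera at its preset correlation of 0.01, with adjustment over the 13 pathway lists and separately over the 10 cell type lists that had at least 5 tested members. A skeletal muscle list had 3 tested members and was not tested. The lists were written from general knowledge of the pathways and cell types.

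The design, the lists, the first set of alternatives and the rule for naming genes were fixed before the data were examined. The rule covered the marker genes Gli1, Axin2, Mki67, Fgf10 and Dspp, the members of the insulin-like growth factor (IGF) and WNT lists, members of a list that is described, and the 5 largest changes in each direction among genes past the adjusted threshold whose groups did not overlap, without predicted genes and clone names. That first set held another pseudocount, filters on low values, median-ratio and quantile scaling, removal of the 10 most abundant genes, other variance models, the replicate number as a block, each sample left out in turn, and other list tests. Alternatives that treat replicate 3 apart, average replicates 1 and 2, use limma voom on the recovered reads, or remove a lowess trend (span 0.3) on GC content and transcript length were chosen after seeing the data. So were lists of imprinted, histone and enamel genes.

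Whether the replicate numbers pair the samples was checked by correlating, across genes, the deviations of samples from their group means. The correlations for the same-numbered samples were 0.477, 0.465 and 0.517. These satisfy the condition for pairing, but MSC replicate 1 with TAC replicate 2 gave 0.462 and MSC replicate 2 with TAC replicate 1 gave 0.480. The shared deviation was thus that of replicate 3 against replicates 1 and 2, and the pairing comes from the numbers in the labels together with this split. The methods of the study also speak of pairs of samples, without saying what a pair shares. Values from the fit with the replicate block are given beside a result where they changed its call or moved a count by more than 1.5 times.

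The fits were tested on simulated data with the real means and library sizes, independent libraries and the same dispersion for every gene. Without a shift between library kinds, 200 of 200 genes changed 4-fold were recovered among 209 calls over 15273 genes. With the shift seen between replicate 3 and replicates 1 and 2, the fit without a block recovered 0 of 200 over 16728 genes, while the block recovered 200 with 6 false calls and a batch term for library kind recovered 200 with 5. With no gene changed, these fits made 0 calls. The simulated shift was the same in MSC and TAC, and no simulated libraries were nearly equal. In the real data replicates 1 and 2 were nearly equal, and the shift differed between the groups for many genes. How many false calls the fits make on such data is therefore not known. In independent simulated genes, 0 of 20 random lists were called by camera.

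Estimated reads per library ran from 20203159 to 108156380. At such depth the error of counting reads is small for all but the lowest genes. Reads are not RNA molecules, however. Even between the nearly equal replicates 1 and 2 of a group, the variance was at least 7.42 times Poisson noise at every depth. The number of animals and the way libraries were made also limit the precision. An exact permutation test of 3 samples against 3 cannot give a p below 0.1.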

Results

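The data were RNA sequencing values of 23718 genes in laser-captured mouse incisor mesenchyme, with 3 MSC and 3 TAC samples from mice 1 month old. The comparison asks which genes and pathways distinguish the stem cells from the dividing cells they give rise to, with IGF and WNT signaling as the families of interest. Estimated reads numbered 21918265, 20203159 and 59793645 in MSC replicates 1, 2 and 3. They numbered 25567244, 23671212 and 108156380 in TAC replicates 1, 2 and 3. Values below are in the deposited normalized unit, a read number scaled per library.

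The libraries fell into 2 sets that cut across the groups. Replicates 1 and 2 of both groups had mitochondrial ribosomal RNA at 8.28% to 9.07% of estimated reads, against 0.236% in MSC replicate 3 and 0.112% in TAC replicate 3. Protein-coding genes took 68.6% to 72.6% of reads in replicates 1 and 2, and 90.7% and 93.3% in MSC and TAC replicate 3. The 10 most abundant genes held 24.5% to 27.4% of reads in replicates 1 and 2, and 8.50% and 9.12% in replicate 3. Genes without a read made up 6.62% to 8.11% of the list in replicates 1 and 2, 28.1% in TAC replicate 3 and 42.97% in MSC replicate 3. Across genes, which are not independent replicates, the log2 values of MSC replicates 1 and 2 had a Pearson correlation of 0.983, and those of TAC replicates 1 and 2 of 0.990. The correlation of MSC replicate 3 with MSC replicate 1 was 0.793, lower than the 0.945 between MSC replicate 1 and TAC replicate 1. The first principal component held 60.4% of the variance and set MSC replicate 3 farthest from the others. Values within replicates 1 and 2 and within replicate 3 are therefore given beside many results. In replicate 3 a group has 1 library and no test can be made.

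**Figure D1:**
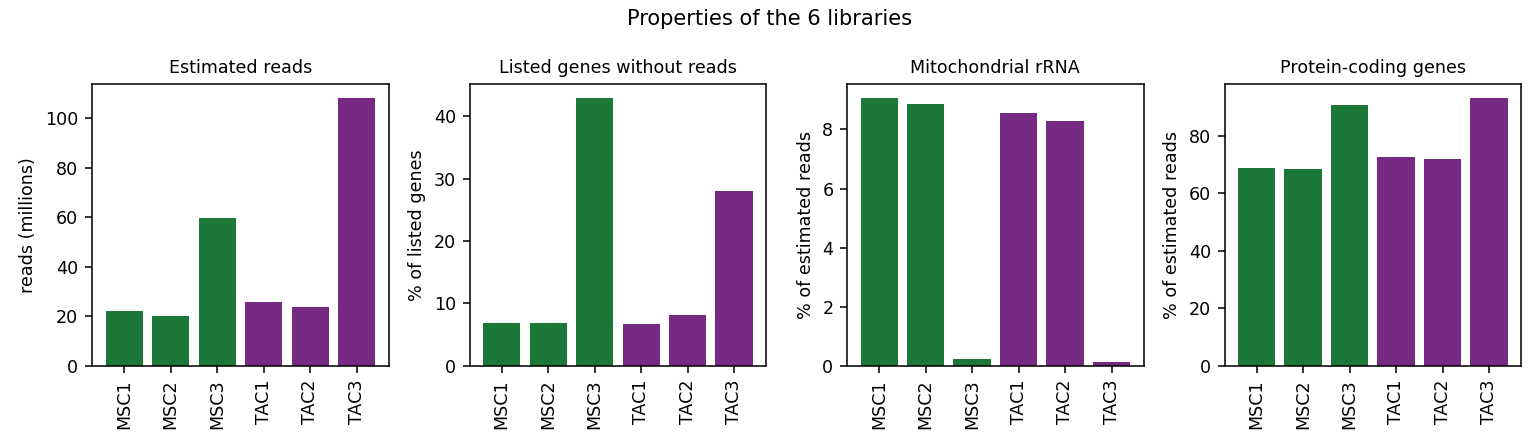
Estimated reads (axis scaled by 1e+06), percent of listed genes without reads, and percent of reads from mitochondrial ribosomal RNA and from protein-coding genes, as a bar for each of the 3 MSC (green) and 3 TAC (purple) libraries. Replicate 3 of both groups has under 0.3% mitochondrial ribosomal RNA, against 8.28% or more in replicates 1 and 2.

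Of 15391 genes tested, 65 had an adjusted p-value under 0.05 in limma, 59 higher in MSC and 6 higher in TAC. All 65 had groups that did not overlap, which held for 24.5% of the genes tested. With 6 independent libraries of the same kind, chance would give 10%. At an unadjusted p-value under 0.05 there were 1824 genes, 990 higher in MSC and 834 higher in TAC. Under that same condition, chance would give 770. The condition was not met, since replicates 1 and 2 were nearly equal and replicate 3 stood apart. The excess over these figures is therefore not evidence by itself. With the replicate block, 229 genes passed the adjusted threshold and 3136 the unadjusted one. The alternative that moved the count most was replicates 1 and 2 only, with 6796 genes past the adjusted threshold, a fit whose error is the small spread between libraries that were nearly equal. The count depended on single libraries. Without MSC replicate 3 it was 280 and without TAC replicate 3 it was 20. Without MSC replicate 1, MSC replicate 2, TAC replicate 1 or TAC replicate 2 it was 0, with 1357, 1362, 1038 and 1029 genes at an unadjusted p-value under 0.05. When replicates 1 and 2 were averaged as 1 sample, 10 genes passed.

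Within the library sets, the log2 fold changes of replicates 1 and 2 and of replicate 3 had a Pearson correlation of 0.387 and a Spearman correlation of 0.339 across genes, and 61.2% of genes had the same direction. Of 2362 genes that changed by at least 1 on the log2 scale with an adjusted p-value under 0.05 in replicates 1 and 2, 1878 (79.5%) had the same direction in replicate 3. The difference between the library sets was itself past the adjusted threshold for 8796 genes. That test too rests on the spread between replicates 1 and 2. It does not measure the spread of replicate 3, which has 1 library per group. The same limit holds for each adjusted p of the difference given below.

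**Figure D2:**
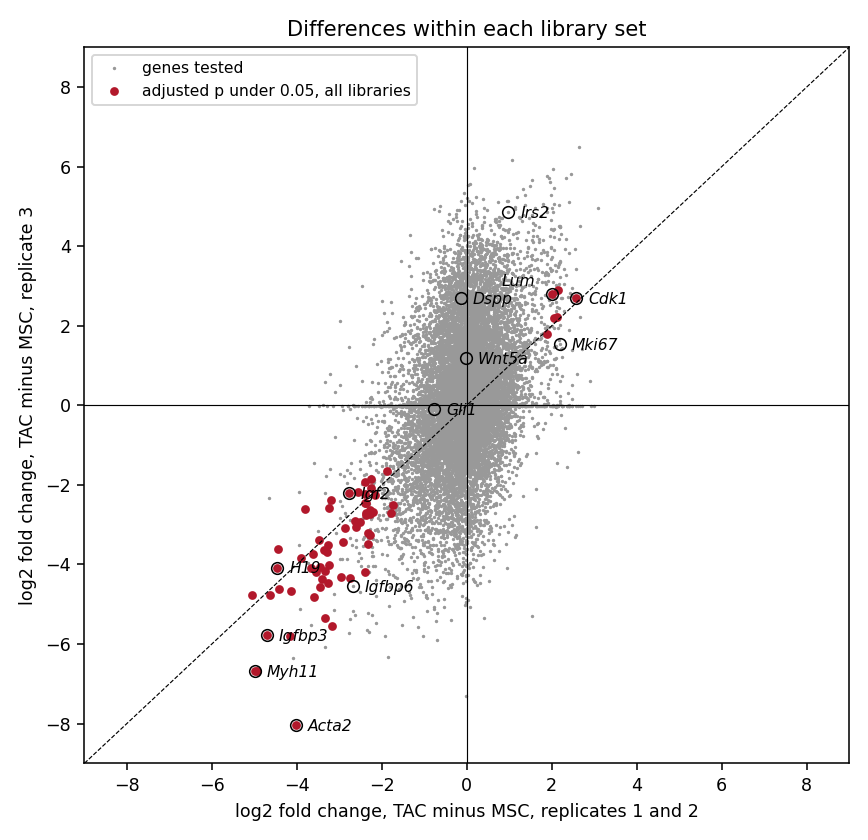
Log2 fold change of TAC over MSC for each gene tested, from replicates 1 and 2 (horizontal axis) and from replicate 3 (vertical axis), with the 65 genes past the adjusted threshold in red, named genes circled and equality dashed. The 65 genes lie in the quadrants of equal sign, as genes whose groups do not overlap must. The 15391 genes together have a Pearson correlation of 0.387.

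Marker genes were examined first, since Gli1 and Axin2 drivers define the groups. Gli1 (chromosome 10, 127329882 to 127341974, minus strand) was 256, 245 and 422 in MSC replicates 1, 2 and 3, and 153, 141 and 396 in TAC replicates 1, 2 and 3. Its mean was 308 ± 98.9 (SD, n = 3) in MSC and 230 ± 144 (SD, n = 3) in TAC. The log2 fold change was -0.54 (SE 0.48, limma adjusted p 0.718). Each TAC value was lower than the MSC value with the same number, and replicate 3 lay above replicates 1 and 2 in both groups. Its SE was 0.18 with the replicate block (adjusted p 0.203). The log2 fold change was -0.77 in replicates 1 and 2 and -0.09 in replicate 3. Axin2 (chromosome 11, 108920349 to 108950783, plus strand) was 39.4 ± 24.3 (SD, n = 3) in MSC and 51.6 ± 15.59 (SD, n = 3) in TAC, a log2 fold change of 0.60 (SE 0.60, adjusted p 0.758) that became -0.084 without MSC replicate 3. It was 0.18 in replicates 1 and 2 and 1.43 in replicate 3. The proliferation marker Mki67 (chromosome 7, 135689784 to 135716361, minus strand) had a mean of 103 ± 53.2 (SD, n = 3) in MSC and 448 ± 283 (SD, n = 3) in TAC. Its log2 fold change was 1.97 (SE 0.75, adjusted p 0.361), with 2.19 in replicates 1 and 2 and 1.53 in replicate 3. The replicate block gave Mki67 an adjusted p of 0.0442, and over its alternatives the adjusted p ran from 1.21e-08 to 1.00. Fgf10 differed by 0.24 (SE 0.33, adjusted p 0.844), and by -0.012 without MSC replicate 3. Dspp, an odontoblast marker, was 4909, 4763 and 476 in MSC replicates 1, 2 and 3 and 4410, 4370 and 3095 in the TAC replicates, so its log2 fold change of 0.81 (SE 1.15, adjusted p 0.856) came from MSC replicate 3, without which it was -0.31. Of the 5 markers, 0 passed the adjusted threshold over all genes or adjusted over the list alone, and 1 had an unadjusted p-value under 0.05. Without TAC replicate 3, 1 passed adjusted over the list alone and 2 had an unadjusted p-value under 0.05, and without MSC replicate 3, TAC replicate 1 or TAC replicate 2 none had. The block moved the count over all genes to 1 and the unadjusted count to 2, and replicates 1 and 2 only moved it most, to 3.

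Of the 14 genes on the IGF list 13 were listed and tested, all but Igfbp1. Adjusted over all genes, 2 passed, and adjusted over the list alone, 7 passed. The study singled out Igfbp3 and Igf2 from these samples, so the second count is not independent evidence for them. The block gave 4 and 9, and replicates 1 and 2 only moved the first count most, to 13. Without MSC replicate 1, MSC replicate 2, TAC replicate 1 or TAC replicate 2, 0 passed over all genes, with 8, 7, 6 and 6 at an unadjusted p-value under 0.05. Without TAC replicate 1 or TAC replicate 2, 4 passed adjusted over the list alone. Igfbp3 (chromosome 11, 7206086 to 7213923, minus strand) was 589, 570 and 1688 in MSC replicates 1, 2 and 3, and 19.9, 22.4 and 29.7 in the TAC replicates. Its mean was 949 ± 640 (SD, n = 3) in MSC and 24.02 ± 5.05 (SD, n = 3) in TAC, a ratio of 39.5 and a log2 fold change of -5.07 (SE 0.47, adjusted p 0.0151). Igf2 (chromosome 7, 142650766 to 142666816, minus strand) was 587 ± 41.9 (SD, n = 3) in MSC and 99.9 ± 31.8 (SD, n = 3) in TAC, a ratio of 5.88 and a log2 fold change of -2.59 (SE 0.33, adjusted p 0.0389). Over the alternatives the adjusted p of Igf2 ran from 1.32e-09 to 0.578, and Igf2 lost its call in 8 of them. Igfbp5, at -2.80, and Igfbp6, at -3.30, had adjusted p-values of 0.0533 and 0.0764. Igfbp3 passed without MSC replicate 3 and did not pass when any other sample was left out, with 0.0550 without TAC replicate 3, and its adjusted p ran from 1.00e-17 to 0.108 over the alternatives. Igfbp5 passed without TAC replicate 3, at 0.0458, and Igfbp6 without MSC replicate 3, at 0.0459, while over the alternatives their adjusted p ran from 2.91e-09 to 0.490 and from 2.86e-05 to 0.775. Igfbp2, at -1.88, Igfbp4, at -1.43, and Igfbp7, at -1.95, had adjusted p-values of 0.188, 0.303 and 0.188. With the block, Igfbp4 and Igfbp7 passed at 0.0323 and 0.0349. Their adjusted p ran from 5.15e-08 to 1.00 and from 5.77e-07 to 0.904 over the alternatives. These 7 genes were lower in TAC in both library sets.

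The receptor Igf1r (chromosome 7, 67952827 to 68233668, plus strand) was 187 ± 85.3 (SD, n = 3) in MSC and 146 ± 56.6 (SD, n = 3) in TAC, with a log2 fold change of -0.31 (SE 0.51, adjusted p 0.883) that became 0.071 without TAC replicate 3. Igf1 changed in opposite directions, by -1.50 in replicates 1 and 2 and by 1.19 in replicate 3, and by -0.60 over all samples (adjusted p 0.796). The test of that difference between the library sets gave an adjusted p of 0.000246. Igf2r and Insr changed by -0.66 and -0.52, with adjusted p-values of 0.700 and 0.685. Irs1 changed by 0.14 and Irs2 by 2.28, with adjusted p-values of 0.981 and 0.540. Irs1 too went in opposite directions, by 0.40 in replicates 1 and 2 and by -0.38 in replicate 3 (adjusted p of the difference 0.000449). Irs2 had 111 estimated reads in MSC replicate 3 and 1675 or more in each other library.

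**Figure D3:**
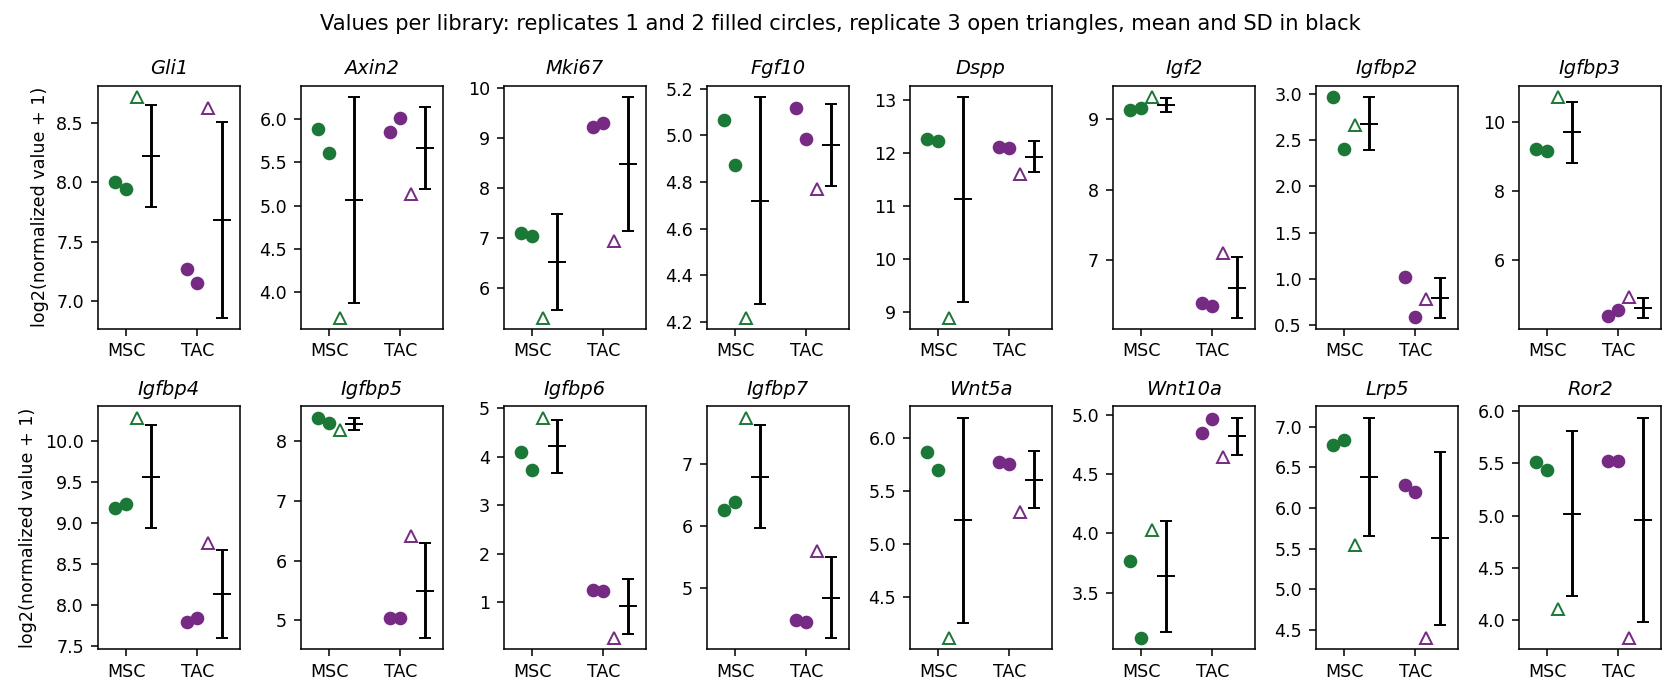
Log2 of the normalized value plus 1 in each library for 16 marker, IGF and WNT genes, MSC in green and TAC in purple, with replicates 1 and 2 as filled circles, replicate 3 as open triangles, and the mean and SD (n = 3) in black. For Igfbp2 to Igfbp7 and Igf2 the 3 MSC libraries lie above the 3 TAC libraries, and for Gli1, Axin2, Wnt5a and Ror2 the groups overlap.

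The study asked which WNT ligands differ between the populations. Of 19 ligands 14 were listed and 9 reached the mean required for testing. Adjusted over all genes or adjusted over the list alone, 0 passed, and 2 had an unadjusted p-value under 0.05. Wnt10a (chromosome 1, 74791516 to 74804179, plus strand) was 12.7, 7.68 and 15.3 in MSC replicates 1, 2 and 3 and 27.7, 30.2 and 24.04 in the TAC replicates. Its log2 fold change was 1.18 (SE 0.36, adjusted p 0.254), higher in all 3 TAC libraries than in any MSC library, with 1.46 in replicates 1 and 2 and 0.62 in replicate 3. Wnt6 changed by 1.98 (SE 0.83, adjusted p 0.412) and had no read in MSC replicate 3. Wnt5a (chromosome 14, 28504750 to 28527447, plus strand) was 57.2, 50.9 and 16.2 in the MSC replicates and 53.4, 53.02 and 38.3 in the TAC replicates. Its log2 fold change of 0.38 (SE 0.49, adjusted p 0.826) was smaller than the spread between replicates. It was -0.019 in replicates 1 and 2 and 1.19 in replicate 3 (adjusted p of the difference 0.000335), and -0.17 without MSC replicate 3. Wnt2b, Wnt4, Wnt5b, Wnt9a, Wnt10b and Wnt11 changed by -1.07 to 0.78, with adjusted p-values of 0.679 or more. Of these Wnt4, Wnt9a, Wnt10b and Wnt11 went in opposite directions in the library sets, with adjusted p-values of the difference from 0.000605 to 0.00729. Wnt9a, for example, changed by -2.12 in replicates 1 and 2 and by 1.04 in replicate 3. Wnt9a and Wnt10b had no read in MSC replicate 3, so their direction in replicate 3 rests on that library. Wnt10b also had at most 15 estimated reads in each replicate 1 and 2 library. Replicates 1 and 2 only moved the ligand count most, to 4. Without MSC replicate 3, 3 ligands passed adjusted over the list alone and 3 had an unadjusted p-value under 0.05. The unadjusted count was 1 without MSC replicate 2, TAC replicate 1 or TAC replicate 3, and 0 without TAC replicate 2.

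All 15 WNT receptors and coreceptors examined were tested. Adjusted over all genes or adjusted over the list alone, 0 passed, and 1 had an unadjusted p-value under 0.05. That gene was Fzd6, at -1.38 (SE 0.49, adjusted p 0.330), higher in MSC, with -0.71 in replicates 1 and 2 and -2.71 in replicate 3. The unadjusted count was 5 with the replicate block and 2 without MSC replicate 3. Ror2 (chromosome 13, 53109312 to 53286124, minus strand) was 34.4 ± 15.9 (SD, n = 3) in MSC and 34.4 ± 18.4 (SD, n = 3) in TAC, a log2 fold change of -0.06 (SE 0.59, adjusted p 0.985) that became 0.19, 0.15 and 0.51 without MSC replicate 1, MSC replicate 2 and TAC replicate 3. Lrp5 (chromosome 19, 3584828 to 3686564, minus strand) was 89.2 ± 37.9 (SD, n = 3) in MSC and 56.4 ± 31.6 (SD, n = 3) in TAC, a log2 fold change of -0.76 (SE 0.60, adjusted p 0.687), with -0.57 in replicates 1 and 2 and -1.15 in replicate 3. Fzd2 and Fzd4 changed by 0.34 and -0.29, with adjusted p-values of 0.698 and 0.926. Fzd4, Fzd8, Fzd10, Ror1, Ror2 and Ryk went in opposite directions in the library sets. Ror1 had no read in MSC replicate 3, so its direction in replicate 3 rests on that library. Fzd10 changed by 1.03 in replicates 1 and 2 and by -2.25 in replicate 3 (adjusted p of the difference 0.000126), and Fzd4 by -1.04 and 1.22 (0.000999), while for Ror2 that adjusted p was 0.112. With library kind as a batch term 4 receptors passed, and replicates 1 and 2 only moved the count most, to 11.

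The largest changes with an adjusted p-value under 0.05 and groups that did not overlap were mostly in MSC. Myh11 (chromosome 16, 14194527 to 14291408, minus strand) had the largest, with a mean of 172 ± 56.7 (SD, n = 3) in MSC and 3.71 ± 3.32 (SD, n = 3) in TAC and a log2 fold change of -5.56 (SE 0.75, adjusted p 0.0391). Smoc2 (chromosome 17, 14279506 to 14404790, plus strand) changed by -5.51 (SE 0.41, adjusted p 0.00876). Acta2 (chromosome 19, 34241090 to 34255336, minus strand) changed by -5.36 (SE 0.77, adjusted p 0.0455). With the replicate block its adjusted p was 0.0701, and over the alternatives it ran from 3.19e-08 to 0.291, with 0.0505 without MSC replicate 3 and 0.0933 without TAC replicate 3. Igfbp3 came next. In TAC replicate 3, Acta2 had 2 estimated reads, so the size of its change there depends on the pseudocount. The 5 largest changes toward TAC were Cdk1 (chromosome 10, 69335146 to 69352938, minus strand), at 2.62, Car2 (chromosome 3), at 2.41, Lum (chromosome 10), at 2.27, Hmgb3 (chromosome X), at 2.15, and Spag5 (chromosome 11), at 2.10, with adjusted p-values of 0.0389 to 0.0455. Cdk1 was 3.82 ± 0.274 (SD, n = 3) in MSC and 28.6 ± 2.65 (SD, n = 3) in TAC. The genes named here had the same direction in both library sets, which follows from groups that do not overlap. They passed the adjusted threshold in some alternatives and not in others, and none of the 65 passed when MSC replicate 1 or 2 or TAC replicate 1 or 2 was left out. Without TAC replicate 3, 0 genes higher in TAC passed and 869 had an unadjusted p-value under 0.05.

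Since the use of strand was not stated, the value of a gene that overlaps another annotated gene can include reads of the other. Gli1 overlaps Arhgap9, Igf2 overlaps Igf2os, Igf1 overlaps Igf1os, Igf2r overlaps Airn and Igfbp7 overlaps Polr2b. Axin2, Mki67, Fgf10 and Wnt5a overlap predicted genes. Coordinates are 1-based, on mm10.

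Gene lists were compared to ask which pathways differ between the populations. In camera, 10 of 13 pathway lists passed the adjusted threshold. Higher in TAC were the G2/M phase genes (median log2 fold change 2.19 over 48 genes, adjusted p 3.20e-32), S phase genes (1.51 over 40 genes, adjusted p 1.61e-17), ribosomal proteins (0.91 over 79 genes, adjusted p 5.91e-20), EIF2 and initiation factors (0.70 over 40 genes, adjusted p 4.25e-07), canonical WNT targets (0.78 over 22 genes, adjusted p 8.47e-06) and IGF1 signaling (0.27 over 40 genes, adjusted p 0.0315). Higher in MSC were the NFkB list (-0.60 over 31 genes, adjusted p 0.000198), JAK-STAT (-0.47 over 34 genes, adjusted p 0.000329), integrin and matrix genes (-0.21 over 32 genes, adjusted p 0.0238) and PDGF signaling (-0.29 over 32 genes, adjusted p 0.0257). The NFAT, mTOR and p53 target lists had adjusted p-values of 0.0730, 0.162 and 0.822, and medians of -0.25, 0.23 and 0.19. The NFAT list passed with quantile normalization (0.0393), without MSC replicate 3 (0.0296) and without TAC replicate 2 (0.0478), and over the alternatives its adjusted p ran from 0.0296 to 0.421. The mTOR list passed with the replicate block and the GC and length trend removed (0.0300), with a range up to 0.458. The mTOR and p53 target medians went in opposite directions in the library sets. They were -0.039 and -0.047 in replicates 1 and 2, and 0.50 and 0.35 in replicate 3. Leaving out 1 library moved the NFAT median from -0.41 without MSC replicate 3 to -0.036 without TAC replicate 3, the mTOR median from 0.13 without MSC replicate 3 to 0.28 without MSC replicate 2, and the p53 target median from -0.13 without TAC replicate 3 to 0.45 without TAC replicate 1. The alternative that moved the count most was an estimated correlation, under which 4 lists passed: G2/M, EIF2, JAK-STAT and NFkB. Under fry these 4 and the S phase list passed. The canonical WNT targets had adjusted p-values of 0.0734 under the estimated correlation and 0.0611 under fry. Leaving out 1 library gave 7 to 11 pathway lists. Without MSC replicate 1 or MSC replicate 2 the IGF1, PDGF and integrin lists did not pass, with adjusted p-values of 0.0695 and 0.0724 for IGF1, 0.0575 and 0.0534 for PDGF and 0.0695 and 0.0724 for integrin. Without TAC replicate 3 the integrin list had 0.0605. With the GC and length trend removed the PDGF and integrin lists had 0.117 and 0.172. With replicates 1 and 2 averaged the IGF1, PDGF and integrin lists had 0.0573, 0.0790 and 0.155. Of 24 alternatives, these 3 lists lost their call in 7, 9 and 10. Their adjusted p ran from 0.000673 to 0.153, from 0.0157 to 0.206 and from 0.0140 to 0.346. Without MSC replicate 3 the integrin median was -0.61 and the IGF1 median 0.16. Without MSC replicate 2 the IGF1 median was 0.41, and the PDGF median was -0.19 without MSC replicate 2 or TAC replicate 3. The integrin median was -0.36 and -0.42 without TAC replicates 1 and 2. All 10 lists had the same direction in both library sets, and the share of G2/M genes higher in TAC was 100% in replicates 1 and 2 and 93.8% in replicate 3. Of the 40 IGF1 genes 18 were also on another list, as were 20 of the 32 PDGF genes and 8 of the 33 integrin genes.

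Of 10 cell type lists, 8 passed in camera. Lower in TAC were pericyte and smooth muscle genes (-2.14 over 12 genes, adjusted p 1.32e-12), endothelium (-1.02 over 16 genes, adjusted p 2.13e-08), dental follicle and periodontal genes (-0.68 over 18 genes, adjusted p 0.000617), Schwann and nerve genes (-1.10 over 13 genes, adjusted p 0.000922), immune and myeloid genes (-1.05 over 19 genes, adjusted p 0.00160) and osteoclast genes (-0.93 over 7 genes, adjusted p 0.0177). Odontoblast genes (0.83 over 16 genes, adjusted p 0.00160) and epithelium and ameloblast genes (0.94 over 18 genes, adjusted p 0.00225) were higher in TAC. Bone and erythroid genes had adjusted p-values of 0.0922 and 0.963, and medians of 0.83 and 0.13. The bone list passed with no filter on low values (0.00928), without TAC replicate 1 (0.0323) or TAC replicate 2 (0.0365), and with replicates 1 and 2 averaged, without the block and with it (0.000856 with it), while over the alternatives its adjusted p ran up to 0.770. The bone median ran from 0.29 without MSC replicate 3 to 1.06 without TAC replicate 1, and the erythroid median from -0.30 without MSC replicate 3 to 0.46 without TAC replicate 3. Under an estimated correlation and under fry the pericyte, endothelium, dental follicle and Schwann lists passed. With the replicate block the osteoclast list had an adjusted p of 0.0633, and over its alternatives it ran from 0.00470 to 0.391. The odontoblast and epithelium medians were 0.19 and 0.04 in replicates 1 and 2, against 2.15 and 2.49 in replicate 3. Within replicates 1 and 2 the epithelium list had an adjusted p of 0.573. Without TAC replicate 3 it had 0.148, and over its alternatives it ran from 1.31e-05 to 0.573. Without MSC replicate 3 the osteoclast and immune lists had adjusted p-values of 0.391 and 0.265, where the immune list ran from 1.97e-06 to 0.294, and the medians of the immune and odontoblast lists were -0.42 and 0.096. The odontoblast median was 1.37 without MSC replicate 1 or MSC replicate 2. Of 19 epithelium genes 7 were on another list and 10 had at least 10 reads in every library, and of 16 odontoblast genes 7 and 10. Of 20 dental follicle genes these were 4 and 16, of 16 bone genes 6 and 9, and of 11 osteoclast genes 2 and 4. The endothelium, pericyte, immune, Schwann and erythroid lists shared 0 genes with another list, and 16, 9, 17, 7 and 4 of their genes had at least 10 reads in every library.

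**Figure D4:**
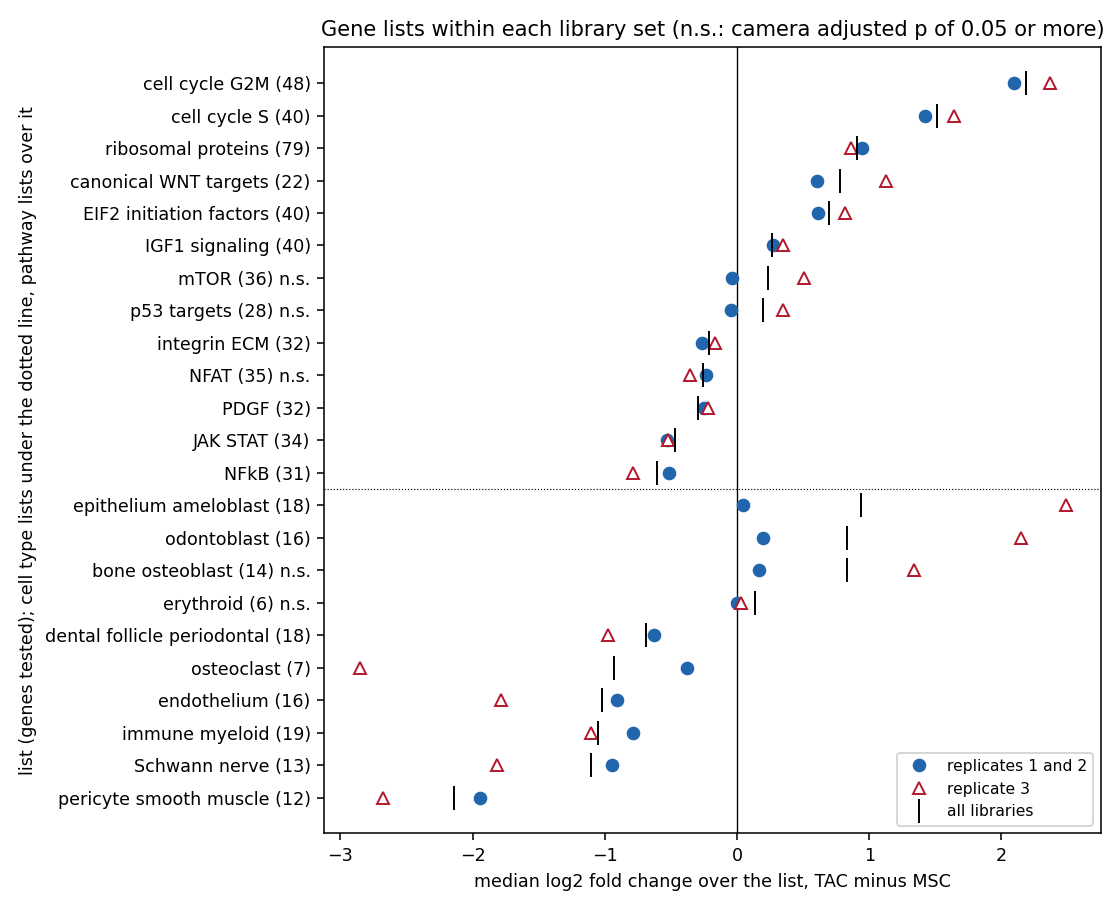
Median log2 fold change of TAC over MSC for 13 pathway lists (top) and 10 cell type lists (bottom), from replicates 1 and 2 (filled circles), replicate 3 (open triangles) and all libraries (black ticks), with the number of genes tested in parentheses and lists that did not pass marked n.s. The G2/M median is 2.10 and 2.37 in the library sets, while the epithelium median is 0.04 and 2.49.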

Values the study reported

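The study used n = 3 mice per group for the laser capture and sequenced 75 cycles from RNA with an integrity number above 7.0. It set p<0.05 as the level for differential expression. From the sequencing it described Igfbp3 and Igf2 as enriched in MSCs, and Wnt10a and Wnt5a as enriched in TACs. By in situ hybridization it reported Igfbp3 as high in MSCs, and Igf2 appeared to follow a similar pattern. Wnt10a was detected in the TAC region, and Wnt5a was high in TACs and excluded from the MSC region. Lrp5 was described as high in TACs and Ror2 as high in the MSC region. None of the 17 other WNT ligands was found enriched in either population. Gene deletions in mice, which these sequencing values do not test, were further evidence for its signaling model.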

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

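The pathway and cell type lists that passed in camera kept their direction in the alternatives tried, and in 383 comparisons with an alternative a list kept its call while in 48 it lost it. The 65 genes past the adjusted threshold kept their direction in every alternative, except that 1 of them had no GC content and length and was not tested with the trend removed. Their groups did not overlap, so this outcome was fixed in advance for many alternatives. Those leave out or average libraries, add a block, or change the pseudocount, filter or variance model. Which of the 65 passed did change. The median log2 fold change of all genes ran from -0.14 to 0.14 across the fits that each left out one replicate. Of the lists added after seeing the data, the histone list went from a median of 1.43 to -2.03 with voom (adjusted p 0.245), and the enamel list from 1.05 to -0.073 in replicates 1 and 2 only (adjusted p 0.325). Alternatives that treat replicate 3 apart, average replicates 1 and 2, use voom or remove a GC and length trend were chosen after seeing the data. Where no cause is given below, the cause was not tested.

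The number of genes with an adjusted p-value under 0.05, 65, was 38 with a pseudocount of 0.1, 114 with quantile normalization, 29 with eBayes without trend and 100 with an unmoderated model. It was 1814 with library kind as a batch term, 6796 in replicates 1 and 2 only, 10 with replicates 1 and 2 averaged, and 6 with voom. It ranged from 0 to 280 across the 6 fits that each left out one replicate. Fewer samples in the fit, and the nearly equal replicates 1 and 2 with 1 or both left in, are part of how these were made.

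With the replicate block, 229 genes passed, 3136 had an unadjusted p-value under 0.05, 1 marker gene and 4 IGF genes passed, and the calls of Mki67, Igfbp4, Igfbp7, Acta2 and the osteoclast list changed. It changed no other call among the genes and lists given values here. With the averaged replicates and the replicate block, 378 genes, 1 marker and 6 IGF genes passed. With the replicate block and the GC and length trend removed, 16 genes passed and 2886 had an unadjusted p-value under 0.05. The trend removed without the block gave 97 genes and 1 marker.

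The 1824 genes at an unadjusted p-value under 0.05 became 4554 with the batch term, 7983 in replicates 1 and 2 only and 610 with replicates 1 and 2 averaged, and ranged from 1029 to 3112 across the fits that each left out one replicate. Of the IGF genes, 2 in the fit of all samples, 1 passed with eBayes without trend, 0 with an unmoderated model, 0 with voom, 1 with replicates 1 and 2 averaged, 7 with the batch term and 13 in replicates 1 and 2 only, with 0 to 3 across the fits that each left out one replicate. For the 5 markers, 1 passed with the batch term and 3 in replicates 1 and 2 only. WNT ligands went from 0 to 4 in replicates 1 and 2 only, and WNT receptors from 0 to 4 with the batch term and 11 in replicates 1 and 2 only.

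Of 13 pathway lists, 4 passed with an estimated correlation and 5 with fry, against 10. Of 10 cell type lists, 4 passed with each, against 8. An estimated correlation widens the error of a list whose genes move together across libraries.

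Across the fits that each left out one replicate, log2 fold changes ran from -0.084 to 1.01 for Axin2, from -0.012 to 0.41 for Fgf10, from -0.31 to 1.37 for Dspp and from -0.17 to 0.70 for Wnt5a, each lowest and below 0 without MSC replicate 3. They ran from -0.77 to 0.071 for Igf1r, above 0 without TAC replicate 3, and from -0.52 to 0.51 for Ror2. In replicates 1 and 2 only, Dspp was -0.14 and Wnt5a -0.019. Ror2 was 0.19 and 0.15 without MSC replicates 1 and 2, 0.51 without TAC replicate 3, 0.047 in replicates 1 and 2 only, and 0.17 with the GC and length trend removed, with or without the block. Among the other comparisons of named genes with an alternative, 115 lost the call, 30 gained it, 14 moved by more than the spread in replicate 3 alone and 516 were the same.

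Count models were not run, since whole reads could not be recovered for all libraries, and no symbol was repeated, so summing repeated symbols had nothing to change. Camera has no unmoderated form, so that alternative gave no list result. Read depth did not set MSC replicate 3 apart, since it had more reads than any replicate 1 or 2 library.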

Other observations

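The tests of near-equal replicates, of read totals, of the number of genes over other splits and of the share of the main cell type were chosen after the result was seen.

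The real grouping gave 65 genes with an adjusted p-value under 0.05, and 1 of the 10 splits of the 6 samples, the real one, gave as many. For genes with an unadjusted p-value under 0.05 it was again 1 of 10. The splits that put MSC replicates 1 and 2 with TAC replicate 1 or TAC replicate 2 gave 1704 and 1717 such genes, close to the real 1824, and 0 with an adjusted p-value under 0.05. The 4 splits that part all 3 pairs include the real one, and the other 3 gave 204, 0 and 1 genes at an unadjusted p-value under 0.05. For pathway lists 1 of 10 splits gave as many as 10, but every other split gave 3 to 6 lists. For cell type lists 4 of the 10 splits gave 8 or more. In each of these MSC replicate 3 and TAC replicate 3 were on opposite sides. They were also on opposite sides in the splits that gave 7 lists and 0 lists, the last of which put MSC replicates 1 and 2 with TAC replicate 3. Within replicates 1 and 2 alone 6 of 10 cell type lists passed. Camera at its preset correlation thus calls lists under groupings that mix MSC and TAC, so the number of cell type lists past the threshold does not set the real grouping apart. Only the number of lists was kept for each split, so which lists a mixed grouping calls is not known. The G2/M, EIF2, JAK/STAT and NF-kB lists kept their direction and passed under every alternative. So did the dental follicle, endothelium, pericyte or smooth muscle and Schwann or nerve lists. Their adjusted p-values ran from 0.000952 to 0.0182 under fry and from 0.0337 to 0.0490 with an estimated correlation. These alternatives all keep the real grouping, so they do not test the lists against other splits. For the genes the other 9 splits gave 0 with an adjusted p-value under 0.05, with 0 to 1717 at an unadjusted p-value under 0.05, and data simulated with no gene changed gave 0 calls. With a shift between library kinds added, however, the fit without the block also called 0 of 200 changed genes, so its 0 there carries little weight. The simulation also lacked nearly equal libraries, which replicates 1 and 2 are. The share of splits by itself cannot exclude chance, since 10 splits cannot give a share under 0.1.

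MSC replicates 1 and 2 were nearly equal, and so were TAC replicates 1 and 2. The variance of their difference exceeded Poisson noise by 12.01 times at 20 to 50 reads and 12.9 times above 20000 reads in MSC, a ratio of 1.07, and by 7.92 and 9.12 times in TAC, a ratio of 1.15. In the other 13 pairs of libraries the ratio ran from 10.01 to 196. They are not 1 library deposited in duplicate, since they differ by more than sampling noise, but no variance was added at high read numbers. A candidate explanation is that each pair of libraries came from 1 RNA sample. It cannot be told apart from very similar animals, because no libraries of the same group are both known to be from different animals and prepared alike. MSC and TAC replicates 1 and 2 come from mice with different drivers and share the library kind, with ratios from 155 to 196 between the groups, but there a difference between animals is mixed with that between MSC and TAC. If it holds, the fits that rest on the spread between replicates 1 and 2 understate the error between animals.

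Replicate 3 stood apart in both groups. Fewer reads do not explain it, since the lowest replicate 3 total was 2.34 times the highest of the others. A smooth trend on GC content and transcript length explained 12.2% of the variance of the shift between genes, so these alone are not the cause. Histone genes, whose mRNA mostly lacks a poly(A) tail, shifted in replicate 3 by -2.60 in MSC and -5.06 in TAC on the log2 scale, relative to the shift of all genes, over 60 genes. Together with the low mitochondrial ribosomal RNA this is consistent with polyadenylated RNA having been selected in the replicate 3 libraries alone. Within replicates 1 and 2 the histone genes were higher in TAC, with a median of 2.10 and 98.3% of the genes. Of the 60 genes 41 had no read in either replicate 3 library and 55 had none in MSC replicate 3, so a difference between the groups was not detectable for most of them in replicate 3. Their camera p over all libraries was 2.04e-05, with an adjusted p of 6.13e-05, against 0.475 under fry and 0.498 with an estimated correlation. Without MSC replicate 3 the adjusted p was 0.0805 and the median 0.31. The median was 0.56 and 0.52 without TAC replicates 1 and 2 and 3.26 without TAC replicate 3, and with voom it was -2.03 (adjusted p 0.245). Whether the study prepared the libraries differently is not known here.

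MSC replicate 3 had no read for 736 protein-coding genes that had at least 100 reads in each of the 5 other libraries, against 22 such genes for TAC replicate 3. A candidate explanation is that few RNA molecules lay behind MSC replicate 3. These dropouts are not the main source of the genes higher in TAC: of those with an unadjusted p-value under 0.05, 21.6% had no read in MSC replicate 3, near the 21.3% of all genes tested.

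In the fit without the block, GC content and transcript length do not account for the genes that differ. After the trend was removed, 55 of the 64 genes with a known GC content and length still passed, all 64 kept their direction, and the median size of their log2 fold change was 3.05 before and 3.06 after. With the replicate block as well, 11 of them passed, where the block alone kept 60 of the 65. All calls with the block went from 229 to 16. Under the block most calls thus depended on whether the trend was removed.

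Smooth muscle genes were among the largest differences. Acta2, Myh11, Tagln and Mylk had means of 140, 172, 42.2 and 368 in MSC and 2.58, 3.71, 2.37 and 18.7 in TAC, Tagln and Mylk having been chosen after their values were seen. A lower share of the main cell type in MSC would raise the markers of other cell types alike. The median of 12 pericyte and smooth muscle genes was lower than that of 16 endothelial genes by -1.12 on the log2 scale. Resampling the genes 100000 times gave a permutation p of 0.0343. That test takes genes as independent, though genes of a cell type can move together across libraries. The pseudocount also understates the change of low genes, so equal rises need not give equal log2 values. A lower share of the main cell type is therefore not excluded. A higher share of pericyte or smooth muscle cells, or a difference in the stem cells themselves, stays open and was not tested. Of the 14 genes on the pericyte list, 9 had at least 10 reads in every library and 0 were on another list.

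H19, Dio3 and Igf2, which are imprinted, were among the genes higher in MSC. H19 changed by -4.33 (adjusted p 0.00876) and Dio3 by -4.49 (adjusted p 0.0188), and both were chosen after their values were seen. Without these 3 genes, 21 other imprinted genes were higher in MSC with a median of -0.58 (camera p 0.0196), which suggests that more of the imprinted genes share the direction. The adjusted p over the lists added was 0.0295, with 0.00320 under fry and 0.189 with an estimated correlation, and 0.297 without MSC replicate 3 at the preset correlation, so the result depends on the correlation assumed and on that library. A difference between the regions themselves stays open and was not tested. The median was -0.43 in replicates 1 and 2 and -0.61 in replicate 3.

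Some enamel and dentin transcripts were high in every library and others were not. Amelx, Ambn and Dspp lay above the third quartile in all 6 libraries, while Enam, at 7.07, did not in MSC replicate 3. Amelx was 2503, 2492 and 80.6 in MSC replicates 1, 2 and 3 and 2102, 2209 and 826 in the TAC replicates, though the samples were taken as mesenchyme. Of 5 other enamel genes, 2 (Ambn and Enam) lay above the third quartile in MSC replicates 1 and 2, fewer than the 3 set as the mark beforehand for RNA of ameloblasts in every library. Odam, Klk4 and Amtn were 248, 29.8 and 150 in TAC replicate 3. In MSC replicate 3 Odam and Amtn were 14.2 and 6.73 and Klk4 had no read. In replicates 1 and 2 of both groups Klk4 was at most 1.42 and Odam at most 0.79. Whether RNA of early ameloblasts is the source cannot be told apart, because genes of a later stage could stay low in such cells. As a list, these 5 enamel genes had a camera p of 0.197, with medians of -0.073 in replicates 1 and 2 and 4.04 in replicate 3. The p was 0.0373 without TAC replicate 2 and 0.00740 with replicates 1 and 2 averaged, where the replicate block gave 0.000110.

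Xist, expressed from the inactive X chromosome of females, was 501, 513 and 1485 in MSC and 489, 483 and 1411 in TAC replicates 1, 2 and 3. The Y-linked gene Ddx3y was 23.7, 20.6 and 9.07 in MSC and 20.9, 20.8 and 3.81 in TAC, so every library held RNA with both signals. No explanation was tested. These genes were chosen after their values were seen.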
